# Stress dynamically regulates co-expression networks of glucocorticoid receptor-dependent MDD and SCZ risk genes

**DOI:** 10.1038/s41398-019-0373-1

**Published:** 2019-01-29

**Authors:** Christoph A. Zimmermann, Janine Arloth, Sara Santarelli, Anne Löschner, Peter Weber, Mathias V. Schmidt, Dietmar Spengler, Elisabeth B. Binder

## Abstract

Early-life adversity is an important risk factor for major depressive disorder (MDD) and schizophrenia (SCZ) that interacts with genetic factors to confer disease risk through mechanisms that are still insufficiently understood. One downstream effect of early-life adversity is the activation of glucocorticoid receptor (GR)-dependent gene networks that drive acute and long-term adaptive behavioral and cellular responses to stress. We have previously shown that genetic variants that moderate GR-induced gene transcription (GR-response eSNPs) are significantly enriched among risk variants from genome-wide association studies (GWASs) for MDD and SCZ. Here, we show that the 63 transcripts regulated by these disease-associated functional genetic variants form a tight glucocorticoid-responsive co-expression network (termed GCN). We hypothesized that changes in the correlation structure of this GCN may contribute to early-life adversity-associated disease risk. Therefore, we analyzed the effects of different qualities of social support and stress throughout life on GCN formation across distinct brain regions using a translational mouse model. We observed that different qualities of social experience substantially affect GCN structure in a highly brain region-specific manner. GCN changes were predominantly found in two functionally interconnected regions, the ventral hippocampus and the hypothalamus, two brain regions previously shown to be of relevance for the stress response, as well as psychiatric disorders. Overall, our results support the hypothesis that a subset of genetic variants may contribute to risk for MDD and SCZ by altering circuit-level effects of early and adult social experiences on GCN formation and structure.

## Introduction

Social experiences shape brain structure and function by inducing plastic changes from the early prenatal period until the end of life^1,2^. Above all, early-life experiences, such as maternal stress during pregnancy and child abuse but also supportive parenting, can cause long-lasting changes in neural circuit function and stress hormone regulation that may moderate risk for major depressive disorder (MDD) and schizophrenia (SCZ)^3,4^. Importantly though, the impact of early-life adversity on disease risk is moderated by genetic variation^5^ and later life experiences through biological mechanisms, which are insufficiently understood at present.

Adverse early experiences typically activate the stress hormone system leading to increased glucocorticoid secretion and the activation of glucocorticoid receptors (GRs) by cortisol^6^. GRs reside in the cytoplasm and translocate into the nucleus upon cortisol binding to regulate gene expression through sequence-specific DNA binding or protein interactions with other DNA-bound transcriptional regulators^7^. GR-regulated gene networks coordinate acute and long-term adaptive responses to stress, as well as timely termination of the stress response once the threat has been mastered. Failure to turn-on and -off GR responses efficiently has been proposed to result in “wear and tear” of the body and the brain and facilitates the development of associated pathologies^8^.

Studies on the genetics of gene expression provide a unique opportunity to link DNA sequence variation to phenotypes and disease^9^. We previously hypothesized that genetic variation in GR-regulated gene networks could contribute to the risk for psychiatric diseases^10^. Therefore, we measured glucocorticoid-induced changes in gene expression in genetically diverse individuals to infer GR expression quantitative trait loci (eQTLs). Genetic variants significantly associated with differential GR-induced expression preferentially mapped to long-range enhancer elements consistent with GR’s major mode of transcriptional regulation^11^. Furthermore, these GR-response eQTLs were significantly enriched in brain-specific enhancers and among genetic variants identified in genome-wide association studies (GWASs) for MDD and SCZ^10^. In additional independent samples, these variants also predicted major depression and amygdala (AMY) reactivity to threat in a cumulative manner.

Focusing on MDD risk genes in our initial analyses, we showed that the transcripts moderated by these variants are expressed in the brain, are regulated by stress, and form a tight co-expression network that comprised basic biological processes such as ubiquitination, proteasome degradation, and inflammation. We hypothesized that the cumulative genetic scores for these functional disease variants could change the response of the whole co-expression network to different qualities of social experience and by this influence disease risk. A first step towards testing this hypothesis would be to assess whether indeed exposure to different qualities of social experience can alter the co-expression network structure of these transcripts. This can be tested in animal models exposed to different qualities of social support and stress throughout development and beyond for which the expression levels of the transcripts within these gene networks is measured in different brain regions.

The main intent of our experiment was to explore the dynamics of this glucocorticoid-responsive co-expression network (GCN) (capturing the information from GWAS risk variants) in response to extreme differences in social experiences during early and or adult life, modeling epidemiological risk and protective factors for MDD/SCZ. We have chosen an animal model that contrasts different qualities of social support and stress during different developmental stages to explicitly capture the complexity of social life trajectories^12^.

## Materials and methods

### Genes of interest and network analysis

For this study, 63 genes (see supplementary table 1) that were previously identified as GR-response eQTL and colocalize a risk variant for MDD and/or SCZ as an eSNP were analyzed^10^. A co-expression network of those genes was predicted by GeneMANIA^13^ without the addition of related genes and attributes. To estimate the null distribution, we calculated the gene network for 10 same size sets of randomly chosen GR-response transcripts (*n* = 4383 identified in Arloth et al.^10^). Hub genes were detected by calculating the node degree distribution using the Network Analyzer tool within Cytoscape 3.5.1^14^. The functional annotation was performed using Enrichr (http://amp.pharm.mssm.edu/Enrichr/enrich)^15,16^ focusing on KEGG 2016^17^ and Wikipathways 2016^18^ for pathway enrichment and the gene ontology (GO) terms molecular function, biological processes, and cellular component, all in the version 2017b. The significance tests for these analyses are described in detail in^16^. Briefly, Enrichr implements three approaches to compute an enrichment: (1) Fisher’s exact test, (2) permutation-based Fisher's exact test (generates multiple random gene lists and computes a *z*-score for deviation from the expected rank), and (3) a combined test ((*p*-value of 1) × (*z*-score of 2)). We report the permutation-based *p*-value (referred to as Enrichr *p*-value).

### Animal model

Male Balb/c mice were exposed to either early-life adversity (limited nesting and bedding material; LM) or a caring environment (early handling, EH). LM was performed by placing the animals from postnatal day (P) 2 to P9 in a cage with a metal grid instead of bedding material and reduced nesting material, as described previously^19^, leading to fragmented maternal care. EH was performed by removing the offspring from the maternal cage to a new cage for 15 min per day on P2 to P9, a procedure that has been shown to increase maternal caregiving behavior^20^. A group with an unmanipulated environment (i.e., animal facility reared mice) was explicitly omitted to test only two opposing rearing environments. At adulthood (12 weeks of age), animals of each group were then either housed with an ovariectomized female (OX; supportive social environment) or underwent chronic social defeat stress (CD; aversive social environment) for three consecutive weeks giving rise to four experimental groups exposed to different qualities of social experience (EHOX, EHCD, LMOX, and LMCD) (Fig. 1). See Santarelli et al.^19^ for more detail on physiological and behavioral alterations observed in these groups. We note that theses manipulations were not followed by changes in baseline corticosterone nor significant changes in *NR3C1* mRNA (as measured by targeted sequencing) encoding the GR as described in^19^. From each treatment group, eight mouse brains were analyzed. The animals were sacrificed under basal conditions at 2 h after lights on during the circadian nadir on P100, 12 days after the end of the adult manipulations. Micropunches from desired brain regions were collected under histological control by Cresyl Violet staining according to the Mouse Brain Atlas^21^ and immediately stored at −80 °C. Twelve different brain regions including AMY, bed nucleus of the stria terminalis, cerebellum (CER), dorsal hippocampal Cornu Ammonis (CA) 1 region (dCA1), dorsal hippocampal CA3 region (dCA3), dorsal dentate gyrus (dDG), prefrontal cortex, nucleus accumbens (Nac), paraventricular nucleus (PVN), ventral hippocampal CA1 region (vCA1), ventral hippocampal CA3 region (vCA3), and ventral dentate gyrus were collected (see supplementary Figure 1). These brain regions were selected for their contribution to the regulation of the stress response, as well as their role as targets of stress hormones.

**Fig. 1:**
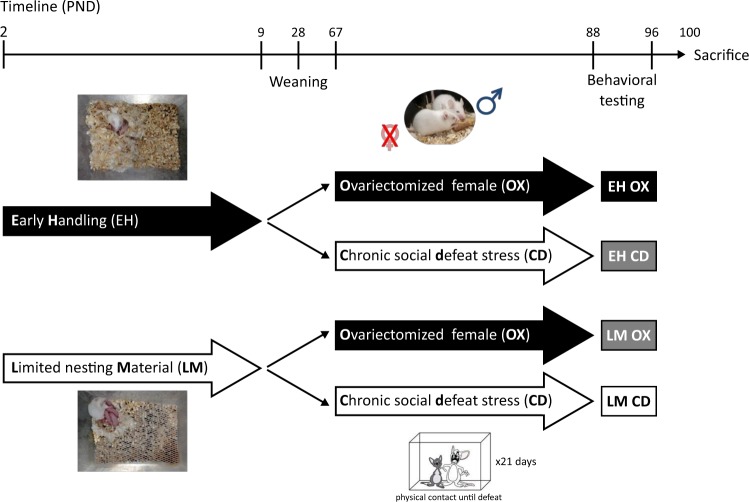
Experimental timeline and social stress conditions. From postnatal day (PND) 2 to PND 9 individual mice litters were randomly assigned to two groups that were exposed to either increased maternal care (defined as early handled (EH)) or fragmented maternal care (limited nesting and bedding material (LM)). On PND 9, all pups returned to standard rearing conditions, were weaned on PND 23, and housed in groups (4 animals/cage). Upon reaching adulthood (PND 67) male mice (EH or LM) were further separated in two groups that were exposed either to a supportive environment (housing with an ovariectomized female; OX) or an aversive environment (chronic social defeat; CD). Collectively, animals experienced either successive supportive or aversive social environments (EHOX or LMCD, respectively) or contrasting social environments (EHCD and LMOX). Theses manipulations were not followed by changes in baseline corticosterone nor significant changes in NR3C1 mRNA expression (as measured by targeted sequencing) encoding the GR. For further details, see^26^

All procedures on animals were approved by the Government of Upper Bavaria and were in conformity with European Union Directive 2010/63/EU. Standard laboratory animal housing conditions were maintained throughout the experiments (unless otherwise stated) and 12-h daily illumination (lights on at 06:00 a.m.).

### RNA extraction

Frozen micropunches were lysed quickly in 500 µl Trizol (QIAzol) reagent and homogenized by repeated passing through an insulin syringe (29G). Subsequently, samples were kept at room temperature for at least 3 min before adding 100 µl chloroform. The remaining steps were conducted according to the miRNeasy Mini Kit (Qiagen, Hilden, Germany) protocol. Elution was performed with 30 µl RNAse-free water with a second round using the eluate from the first round.

### Next-generation sequencing/TruSeq® Targeted RNA sequencing

TruSeq® Targeted RNA sequencing (Illumina, San Diego, USA) was carried out according to the manufacturer’s protocol.

#### Assay design

As a first step, mouse orthologous of GR-response MDD- and/or SCZ-related eQTL genes were mapped (mouse orthologues *n* = 55; see Supp. Table 1) and specific assays for the genes of interest were chosen in the Illumina DesignStudio. 

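The authors' table of normalized values lists 69 assays, each by a gene symbol and a transcript. Of the 55 mouse orthologues in Supplementary Table 1, 52 are in this table. Their transcripts are those of Supplementary Table 1 except for *Slco3a1* and *AW209491*. All 69 symbols match a gene of the GENCODE M21 annotation of the mouse genome build GRCm38, which gives the positions stated here; the paper's text names no genome build. The treatment conditions of the samples are not known in the paper's terms, so each level is the median and range of the normalized values over all 380 samples with values.
*Fth1* lies on the plus strand of chromosome 19 from 9980598 to 9985098 and had the highest median, 35757 (range 9170 to 104820). *Rps12*, on the minus strand of chromosome 10 from 23785183 to 23787275, followed with a median of 16570 (9099 to 48750). *Hsp90aa1*, on the minus strand of chromosome 12 from 110690605 to 110702728, is an assay outside Supplementary Table 1 and had a median of 15413 (3249 to 43307). *Rps25*, the gene with the most connections in the human network, lies on the plus strand of chromosome 9 from 44407139 to 44410427, with a median of 5356 (2698 to 12518). *Hist1h2al*, on the minus strand of chromosome 13 from 51202727 to 51203065, is annotated as a processed pseudogene, and reads of other histone genes with a near-identical sequence are not ruled out. The transcript listed for this assay has the form of a human identifier, so its position rests on the symbol alone. The median of *Hist1h2al* was 117 (2.98 to 451). *Nr3c1*, the gene of the GR, lies on the minus strand of chromosome 18 from 39410545 to 39519421. It ranked 32 of 69 by its median of 307 (12.5 to 831).
The other end of the scale was taken by *Lrrc25* (chromosome 8, plus strand, 70616155 to 70621483), *Nuak2* (chromosome 1, plus strand, 132316126 to 132333488) and *Tnf* (listed as TNF; chromosome 17, minus strand, 35199381 to 35202007), each with a median of 0. Their highest values were 34.6, 46.2 and 70.5, respectively.
*Anxa2* and *Ociad2* were chosen after their values had been seen. *Anxa2* lies on the plus strand of chromosome 9 from 69453620 to 69491795 and *Ociad2* on the minus strand of chromosome 5 from 73322199 to 73341028. Over all samples, *Anxa2* had a median of 212 (2.95 to 21258) and *Ociad2* a median of 1295 (161 to 3780). The sample labels name 4 groups of mice (MS inject, MS naive, Co inject and Co naive) and 12 regions, among them the pituitary (Pit). In the 95 samples labelled Pit, dDG or vDG, *Anxa2* was either between 70.2 and 298 or between 1901 and 21258, with no sample between these ranges. In the 96 samples labelled CER, dCA3 or vCA3, *Ociad2* was either between 392 and 843 or between 1750 and 3780. Both ranges occurred within each of these regions in every one of the label groups.

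**Figure D1:**
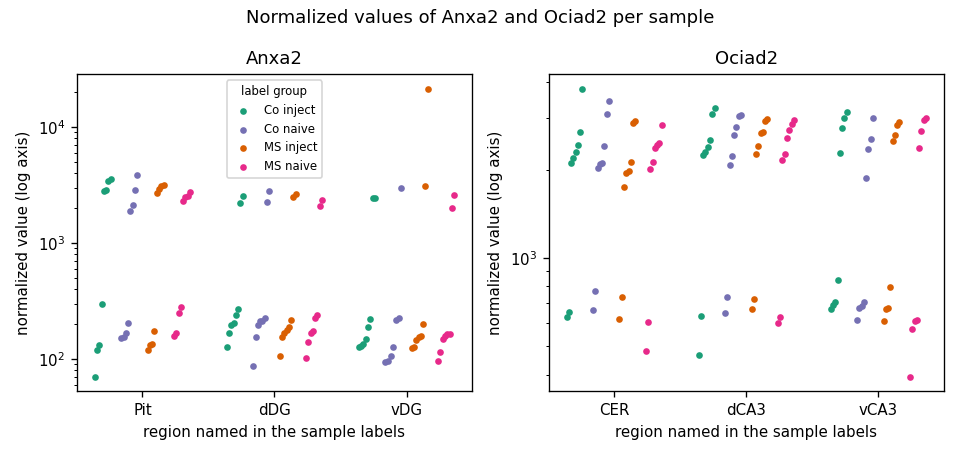
Normalized values (log axis) of *Anxa2* in the samples labelled Pit, dDG and vDG and of *Ociad2* in those labelled CER, dCA3 and vCA3; each point is a sample and the color gives its label group. No *Anxa2* value lies between 298 and 1901 and no *Ociad2* value between 843 and 1750.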

Specific primers for these assays were combined by the manufacturer in a targeted oligo pool (TOP). The TOP was applied to the reverse transcribed RNA per protocol. Gene-specific sequences of 50 bp were amplified and supplied with sample-specific indexes to enable pooling during sequencing.

#### Randomization

All samples were randomized for experimental group and brain region during RNA extraction, as well as library preparation to prevent technical batch effects. Libraries were performed according to the manufacturer’s protocol based on the Illumina TruSeq Targeted RNA Expression Kits. We used eight samples per group from our four experimental groups (EHOX, EHCD, LMOX, and LMCD) from 12 brain regions, which summed up to a total number of 384 samples. During RNA extraction, 24 samples were extracted at once, whereas the library preparation was performed in four 96-well plates. Each 96-well plate contained three brain regions, which were distributed randomly into the columns of the plate. Each plate column contained two samples each from the four experimental groups randomly distributed over the rows. Three columns of a 96-well plate were assigned to one RNA extraction from each of the three brain regions on that plate.

After sequencing with the MiSeq Sequencer (V3 chemistry for 150 cycles), sequencing quality was analyzed with FastQC^22^. Low-quality reads with phred scores lower than 20 or a length smaller than 25 bp were removed using PRINSEQ (PReprocessing and INformation of SEQuence data) lite Version 0.20.4^23^. Subsequently, the reads were aligned with Burrows-Wheeler Aligner (BWA) Version 0.7.12^24^ with default settings (allowing a maximum of three mismatches) and the manifest file provided by Illumina as reference.

Next, the gene expression quantification was inferred from the alignment. Genes with low overall coverage, i.e. <2000 reads across all samples, were excluded from further analysis (*n* = 5). The data were then normalized using DESeq2^25^. Finally, surrogate variable analysis (SVA) from the R/Bioconductor package sva^26^ was applied to identify hidden technical batches. To identify outliers, a linear model (LM) was calculated with the normalized expression counts and the five significant SVs (according to Leek et al.^26^). Subsequently, the residuals were clustered and samples more than four standard deviations away from the mean in either of the first two principal components were excluded (*n* = 2 samples). Gene expression values of 50 genes in 382 samples passed the preprocessing.

### Differential expression

The differential expression analysis of the normalized sequencing data were performed in R version 3.2.3 (2015-12-10)^27^. We first tested the distribution of the data per gene and brain region, and—depending on the outcome—subsequently used a generalized linear model with negative binomial distribution or a linear model. All models included the detected significant variables as covariates.

Significance is reported after controlling for multiple testing with a false discovery rate (FDR) lower than 10% for all detectable transcripts within each brain region and across the four conditions and FDR-corrected significance is reported as *q*-values in the results and supplemental table 3.

For analysis of GCN gene expression in human hippocampus, we used the data described in Kang et al.^28^ and deposited as GSE25219. Of the 63 genes within the tested GCN, 40 had data within GSE25219. Dimension reduction using principal component analysis (PCA) was performed on the expression levels of these 40 genes and the first principal component (PC1) was extracted. PC1 was then associated with developmental stages using a linear regression model.

### Correlation network generation

Using the residuals of the normalized and batch corrected gene expression values, the pairwise correlation coefficients between all gene pairs were calculated and adjusted for the expression levels of all other genes using Gaussian Graphical Model implemented in the R package GeneNet.

Partial correlation calculation was performed separately for each brain region (*n* = 12) and condition (*n* = 4) and controlled for the expression levels of all other transcripts, resulting in 48 networks. Partial correlation coefficients are not directly comparable to Pearson's correlation coefficients as they control for confounding effects of all other transcripts. The pairwise partial correlation between transcripts A and B will be calculated correlating A – (Z_1_ to Z_n_) and B – (Z_1_ to Z_n_), so that partial correlation coefficient will be numerically lower than Pearson's correlation coefficients. Statistical significance of the partial correlations was assessed using the empirical Bayes local FDR statistic^29^ and partial correlations at an FDR < 0.2 were considered as significant according to Schäfer et al.^30^. Networks were visualized with the R Bioconductor package Rgraphviz, where each gene corresponds to a node and edges represent the dependencies, i.e., partial correlation coefficient, between them. The network properties, i.e., number of edges, number of nodes, absolute sum of partial correlation coefficients, and link density were analyzed using iGraph and visualized in pheatmaps. Edges were defined as pairwise partial correlations with an FDR < 0.2 and node degree as the number of such significant edges connected to a node. A node was defined as a transcript with at least one edge.

## Results

### Network analysis of GR-response eQTL genes related to MDD and SCZ

In our previous publication^10^, we have analyzed the human network properties of the GR-eQTL transcripts related to MDD risk only (*n* = 24 transcripts). Given the additional significant enrichment of GR-eQTLs among schizophrenia risk loci and the significant SNP-based co-heritability^31^ between these two disorders, we now investigated if the 63 GR-response eQTL transcripts (see Supplementary Table 1 for details and abbreviation of gene names) for which the regulating SNPs are nominally associated with MDD (*n* = 20) or SCZ (*n* = 39) or both (*n* = 4), form a common transcription network structure. GeneMANIA was used to generate such a GR-eQTL/GWAS gene network (GCN, see Fig. 2) using the full GeneMANIA database including data from multiple tissues. The GCN included 61 transcripts of the 63 transcripts (*AI655567* and *RPL23AP64* were not included in the GeneMANIA database and both are regulated by SNPs associated with SCZ). Of these, 58 transcripts formed a tight network with 423 edges. Only three transcripts were isolated nodes (see Fig. 2). Within this network the category direct “physical interactions” (i.e., protein–protein interactions) was the most enriched type of interaction (fold enrichment of 1.63) over random networks. Testing for pathway (KEGG 2016 and Wikipathways 2016) and GO term enrichment of the 58 genes within the network, we observed significant enrichment for GO cellular components 2017b, namely the terms cytoplasmic side of late endosome membrane, lumenal side of late endosome membrane and multivesicular body membrane, see Supplemental Table 4. For WikiPathways, cytoplasmic ribosomal proteins and inflammatory response pathway were found to be significantly enriched, see Supplemental Table 5.

**Fig. 2:**
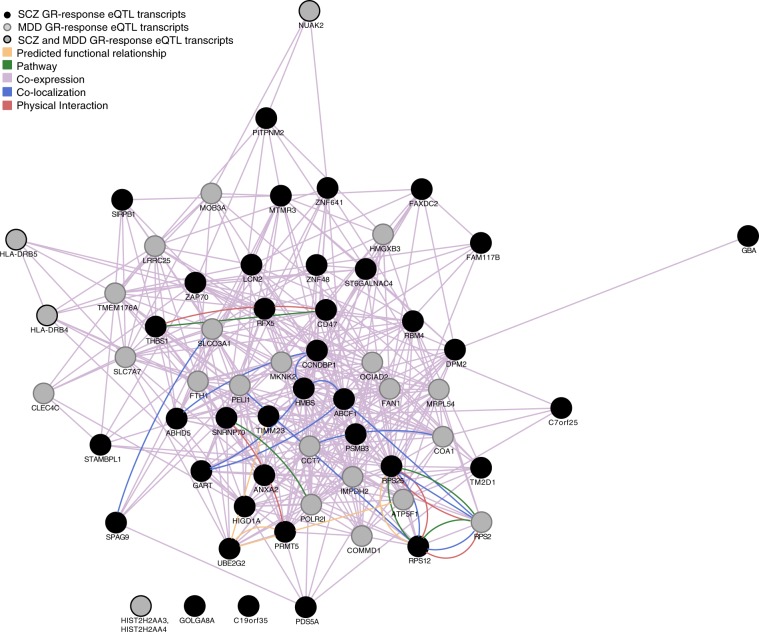
Human GeneMANIA gene network. The glucocorticoid receptor (GR)-dependent expression quantitative trait loci (eQTL) network comprises risk genes for major depressive disorder (MDD; gray filled circles, *n* = 20), schizophrenia (SCZ; black filled circles, *n* = 39) and both (gray circles with black border, *n* = 4). It forms a tightly interconnected gene network termed GCN. The edge colors indicate the type of interaction, as explained in the legend on the top left. Information on individual risk genes is provided in Supplemental Table 1

In order to identify the most connected genes, the node degree of each gene—i.e., the number of significant edges of this node—was calculated. *RPS25* (ribosomal protein S25) was the top connected gene with a node degree of 30. This gene was followed by *CCNDBP1* (cyclin D1 binding protein 1) (28 nodes) and *HMBS* (hydroxymethylbilane synthase) (27 nodes) (see Supplemental Table 2 for more detail on the network).

These data provide support that GR-response eQTL transcripts with eSNPs associated with MDD and/or SCZ form a tightly connected network.

### Developmental trajectory of GCN gene expression in human hippocampus

Using hippocampal gene expression data from embryonic to adult postmortem brains of the Human Brain Transcriptome atlas^28^ in which 40 of our 63 risk genes were expressed, we observed that first principal component of the expression levels of these 40 genes is significantly associated with developmental stage, *p* = 1.4e–36. The developmental trajectories of each of these genes in depicted in Supplemental Figure 2. This supports that the large majority of these transcripts are expressed in human hippocampus and regulated across brain development.

### Differential expression analysis of GR-response MDD- and SCZ-related eQTL risk genes in various brain regions

To establish whether the GCN transcripts are regulated by different qualities of social experience, including adverse, stressful experiences that are established risk factors for both psychiatric disorders, we used a mouse model^19^ that combined both early stress or supportive exposures with either adult stress or supportive exposures (see Fig. 1). 

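Targeted RNA libraries of 12 brain regions from 32 mice made up the data. In TruSeq Targeted RNA sequencing, a pool of gene-specific primers amplifies a short stretch of each chosen transcript, and the reads of a library are divided among these assays. The sample labels list 384 samples, of which 380 have normalized values. They name 4 groups of 8 mice, MS inject, MS naive, Co inject and Co naive. They do not use the names EHOX, EHCD, LMOX and LMCD, so the label groups were not matched to these conditions and no value is stated for a condition of the model. The labels also give postnatal day 9, whereas the paper gives postnatal day 100, and they name Pit (pituitary) as a region, whereas the paper names the Nac. The other 11 regions are the same in both.
The authors removed low-quality reads with PRINSEQ lite 0.20.4, aligned the rest with BWA 0.7.12 to the manifest of the assays and normalized the reads per gene with DESeq2, which divides each sample by a size factor. Surrogate variables are not removed from these values. Within each sample, 100% of the normalized values were whole multiples of a single step, which lay between 0.416 and 9.27 and gives the number of reads back. The libraries held between 12898 and 261007 reads, with a median of 139846. The median was 129787 reads in the samples labelled Co inject (24672 to 233882), 143097 in Co naive (36865 to 226876), 144261 in MS inject (12898 to 261007) and 139689 in MS naive (59158 to 235002), with 95 libraries in each. By region, the median ran from 94437 reads in PFC to 183554 in dCA3. The assay with the most reads took between 14.2% and 51.1% of a library (median 30.6%), which leaves fewer reads for the others.
Replicates were compared before any test. Across genes, Pearson's r of log2(value + 1) between samples of the same region and label group was between 0.741 and 0.993 (median 0.917, 1316 pairs), and no pair was identical. Differences between label groups were then tested within each region on log2(value + 1) with limma, which understates the change of genes with low values. Co-expression was computed as shrinkage partial correlations for each region and label group. Covariates changed the counts of genes most. By label status, 0 genes passed an adjusted p of 0.1 in the 12 regions (22 of 826 tests had an unadjusted p under 0.05), and with 5 principal components as covariates 28 did, which 100 of 100 groupings of the mice reached or exceeded. Every statement by region rests on the region labels as given; within the samples labelled Pit, *Anxa2* split into 16 samples in its lower and 16 in its upper range.

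**Figure D2:**
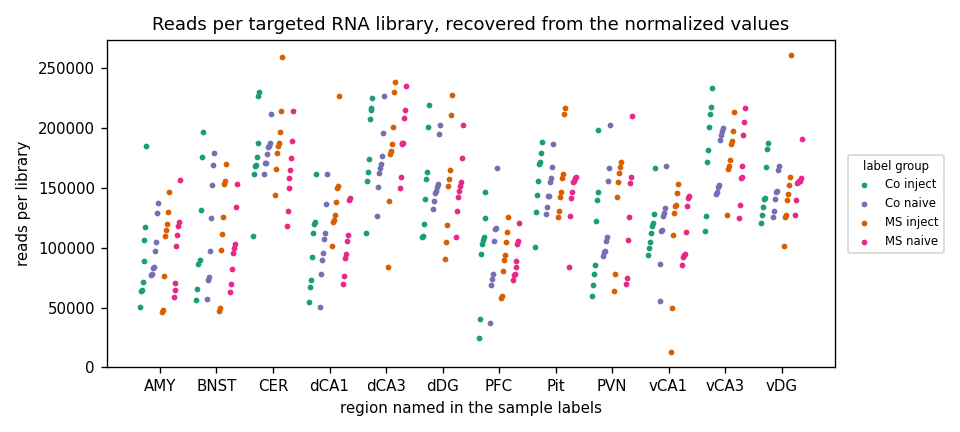
Reads per library, recovered from the normalized values, for the 12 regions named in the labels; each point is a sample and the color gives its label group. The library with the fewest reads, 12898, is labelled vCA1 and MS inject, and the one with the most, 261007, vDG and MS inject.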

We first investigated whether the orthologues of the 61 GCN transcripts were differently regulated across the 12 different brain regions for each of the four experimental conditions (early and adult support: EHOX, early support and adult stress: EHCD, early stress and adult support: LMOX, and early and adult stress: LMCD). Of the 61 transcripts, 55 had a mouse orthologue. Of these 55, 50 transcripts showed expression levels that were above detection threshold and were thus included in the analysis.

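The reads recovered for each assay were summed over the 380 samples and set against the minimum of 2000 reads that the methods give. The sum was under this minimum for 4 of the 69 assays in the table, and the paper reports 5 genes excluded by this rule. Of the 55 orthologues, 52 are in the table; the remaining orthologues were not analysed here, so a count over all assays of the experiment is not given. The sum was 1825 reads for *Fan1*, 1581 for *Lrrc25*, 964 for *Nuak2* and 608 for *Tnf*. The same 4 assays were under 2000 when the normalized values were summed instead. *Lrrc25* and *Nuak2* are orthologues of Supplementary Table 1, and *Fan1* and *Tnf* are assays outside it. *Nuak2* was at 0 in 295 samples (77.6%), *Lrrc25* in 194 (51.1%), *Tnf* in 320 (84.2%) and *Fan1* in 129 (33.9%). Without *Lrrc25* and *Nuak2*, the orthologues in the table of values are the 50 genes of Supplementary Table 3, of which 16 are marked in Supplementary Table 1 as related to MDD, 33 to SCZ and 1 to both. The genes the paper names among its univariate results were all above the minimum. The fewest reads among them were 46509, for *Abhd5*, which was at 0 in 5 samples, and 14852412 reads fell on *Fth1*.
The depth limits what a value of 0 means in a single sample. In the library with the fewest reads, 3 reads, the upper limit that a count of 0 allows, amount to a normalized value of 27.8, and 20 of the 69 assays were at 0 there. These limits cover counting error only, since reads of an amplified library are not independent molecules. The paper took the 50 transcripts above its threshold into the differential expression and network analyses.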

The univariate analyses are summarized for each brain region in Supplemental Table 3. In univariate analyses of condition/brain region, early-life stress led to a significant change of Snrnp70 gene expression in Nac with a *q*-value of 0.016. Exposure to chronic social defeat stress in adulthood resulted in significant changes of seven genes in four different brain regions (dCA1: *Fth1, Mrpl54, Abcf1, Psmb3, Rbm4*; dDG: *Hist1h2al*; Nac: *AW209491*; vCA1: *Adhd5*; see Supplementary Table 3). The human orthologues of the differentially expressed genes in mice *MRLP54*, *ABCF1*, *PSMB3*, *FTH1*, and *ADHD5* had relatively high connectivity (degree (*d*) = 17–25), in the above-described human GCN network, whereas *C7orf25* (orthologue of *AW209491*) had a very low degree of 4 and *HIST2H2AA3, d* = *0*, falls on an edge (see Fig. 2). The interaction of early-life adversity and adult chronic stress on differential expression showed significant effects of five genes in four different brain regions (AMY: *Higd1a*, dCA1: *Ccndbp1*, dDG: *Rsp12, Rsp25* and Nac: *Adhd5*; see Supplementary Table 3). Interestingly, two of these genes are major human GCN genes with a high node degree including the hub genes *RSP25* (*d* = 30), *CCNDPD1* (*d* = 28), as well as *ADHD5* (*d* = 18) and *HIGD1A* (*d* = 19).

Taking into account additional tests related to the number of brain regions, only the effect of CD on *C7orf25* (orthologue of *AW209491*) in the Nac would remain significant after correction for multiple testing. Collectively, these data thus indicate that robust differential expression of single GCN risk genes with large effects is a rare event in response to different social stress experiences.

### Brain region-specific GCN formation in different stress condition

Given the absence of strong single gene effects, we next performed a comprehensive co-expression analysis of the 50 orthologue GCN genes across the 12 different brain regions and the four conditions. All pairwise correlations were adjusted for the expression levels of all other genes in the GCN, by calculating partial correlation. Figure 3 summarizes all investigated network parameters (number of edges, number of nodes, the partial correlation coefficient, and link density). We detected major differences in network strength dependent both on the previous stress history and the specific brain region. Mainly, in the PVN, a central driver of the stress response, we observed a strong (number of nodes *n* = 30 vs. mean = 5.9), well-structured (number of edges *n* = 38 vs. mean = 5.3), and dense (link density *n* = 2.53 vs. mean = 0.8) GCN in the absence of any stress history (EHOX). The co-expression network in this brain region was completely absent in mice exposed to both, early and late social stress (LMCD, all measures = 0) and to a lesser degree in mice exposed to early adversity only (LMOX, nodes *n* = 17 vs. mean = 6.7, edges *n* = 15 vs. mean = 4.6, link density *n* = 1.76 vs. mean = 0.8). On the other hand, chronic adult stress without a history of early-life adversity (EHCD, nodes *n* = 27 vs. mean = 6.6, edges *n* = 40 vs. mean = 8.6, link density *n* = 2.96 vs. mean = 0.9) did not alter paraventricular network formation when compared with stress-free mice (EHOX). This suggests stronger effects of early adversity on the GCN in PVN than adult chronic stress, as well as a cumulative effect of stress exposure on the strength of this network.

**Fig. 3:**
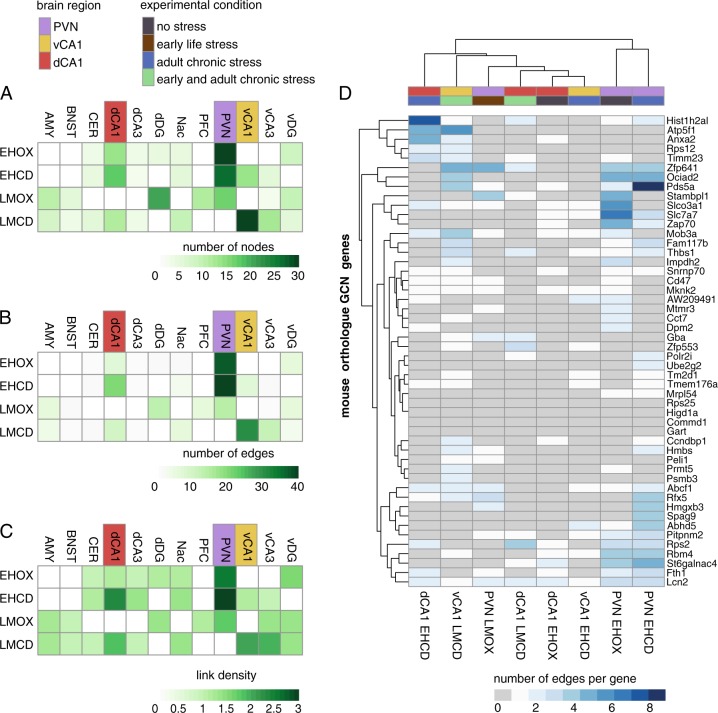
Stress-dependent and tissue-specific GCN formation and their properties. Heatmaps show the total number of edges (**a**) and nodes (**b**) for each GCN, as well as the link density (**c**) in the respective GCNs. Overall, GCN formation is highly responsive to different stress histories and tissue-specific. (**d**) Heatmap in terms of the number of edges per GCN gene in the hypothalamic paraventricular nucleus (PVN) and hippocampal dCA1 and vCA1 regions

The brain region with the second largest dynamic network changes across the four conditions was the vCA1. In contrast to the PVN, the vCA1 region, sharing a major role in stress regulation^32^ did not express the GCN (all network parameters 0) in the absence of any stress history (EHOX), but GCN network strength emerged with exposure to adult stress (EHCD, nodes *n* = 14, edges *n* = 8, link density *n* = 1.14) and was further strengthened by combined exposure to early and adults stress (LMCD, nodes *n* = 30, edges *n* = 31, link density *n* = 2.07). However, exposure to early-life adversity alone (LMOX) was not associated with network formation.

It is important to note that changes in GCN formation were not confined to the PVN and hippocampal vCA1 region, but observed also in other brain regions although to a much lower degree (see Fig. 3). These findings suggest that GCN formation is moderated by different qualities of social environment in a brain region-specific manner in circuits central to stress regulation such as those including the PVN and the vCA1.

### Brain region-specific GCN formation in different stress condition

Brain region-specific social environment-responsivity raises the question whether the network properties of the underlying risk genes are preserved across brain regions and conditions. Therefore, we next investigated the number of edges per GCN gene in the PVN and the vCA1 in those conditions exhibiting GCN formation (PVN: EHOX, EHCD, LMOX and vCA1: EHCD, LMCD), and also included data from the dCA1 (EHOX, EHCD, LMCD), the third most connected region (although with quite a distance (see Fig. 3b)) for comparison. Hierarchical clustering analysis (see Fig. 3d) revealed that the two GCNs in the PVN under the low early stress conditions cluster closely together, suggesting that adult chronic stress does not strongly impact the edge structure of the PVN network (i.e., similar connectedness of the network genes), whereas it is disrupted with early stress exposure. A different picture emerged in the vCA1, were the two conditions with the highest overall connectedness of the GCN (EHCD and LMCD) showed dissimilar edge properties and were not the next neighbors in the clustering analysis.

We then explored the exact topology of the stress-dependent GCNs in the PVN and the vCA1 (see Fig. 4). We first noted that both, MDD and SCZ-associated transcripts contributed proportionally (38% MDD genes in original selection, range of MDD genes in networks 29–35%) to each of the networks, indicating the absence of disease-specific involvement in any of the regulated GCN networks. When focusing on the PVN, we noted that the network under conditions of social support (EHOX) contained 30 of the 50 orthologue transcripts and that eight of the network genes had more than four connections. In the adult stress only condition (EHCD), a network of similar strength was observed (27 transcripts) sharing more than half (*n* = 16) transcripts with the EHOX network. Interestingly, six of the eight genes with more than four connections in the EHOX network were also included in the EHCD network, namely *Slc7a7, Rbm4, Zap70, St6galnac4, Zfp641*, and *Ociad2* and the majority of them (*n* = 4), again had four or more connections. This suggests that while these two PVN networks are not identical, they share a number of key features, supporting that adult stress also does not have a major impact on the network topology. However, one has to note that the centrality and connectivity pattern of some transcripts were affected by the additional stress condition. For example, Psd5a with two edges in the EHOX condition, moved to a more central position in the EHCD condition, with nine edges. As described above, this paraventricular co-expression network is disrupted with exposure to early adversity, especially when followed by adult chronic stress.

**Fig. 4:**
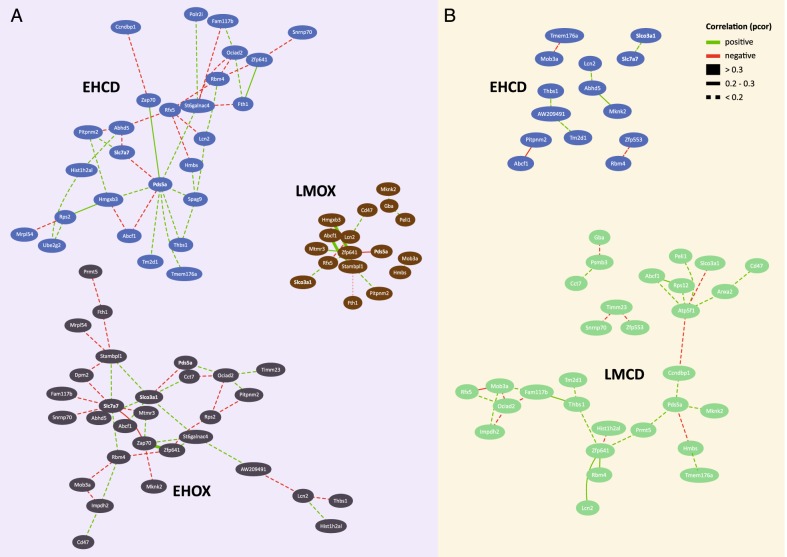
Paraventricular and hippocampal GCN topology in stress-treated mice. Paraventricular (**a**) and ventral CA1 (**b**) GCNs of mice that successively experienced different kinds of supportive or aversive environments in early (EH vs LM) or adult (OX vs CD) life are shown. Negative or positive partial correlations are marked in red or green, respectively, with partial correlation strengths represented by the edge style

Contrary to the PVN, the vCA1 GCN was mainly apparent in the combined stress condition (LMCD). Here 30 of the 50 transcripts formed a correlated expression network, with 16 genes shared with low stress PVN network (EHOX) and an additional six, which were only present in the adult only stress (EHLM) PVN network. Of the eight more highly connected genes in the PVN EHOX condition, four were also included in the vCA1 LMCD network, however, only two of them still showed a high connectivity (*Ociad2* and *Zfp641*). This suggests that while a substantial number of transcripts are shared between the low early stress PVN network and the combined stress vCA1 network, the topology of this network differed more than between the two PVN networks. Interestingly, *Psd5*—the most connected gene in the PVN adult stress network (eight edges) was also part of the vCA1 combined stress network and showed four connections, suggesting that connectivity of this gene may more specifically relate to chronic adult stress.

## Discussion

In this article, we report that 63 transcripts for which GR-induced gene expression was modulated by MDD/SCZ-associated SNPs form a tightly interconnected gene expression network (GCN). This raises the question whether this GCN could respond to differences in social experiences, especially early-life stress, an important risk factor for MDD and SCZ. When analyzing the effects of different qualities of social stress in contrast to different qualities of social support on GCN formation across distinct brain regions during distinct developmental phases in mice, we observed that these different social experiences substantially affect GCN formation and structure. These changes were highly brain region-specific and apparent mainly in two functionally interconnected regions, the ventral hippocampus and the hypothalamus (see below). The fact that the transcripts within this network are highly regulated across human hippocampal development suggests a role in neuronal development and their developmental trajectory may serve as a substrate for early-life experiences to influence differential GCN formation.

When annotating the 58 transcripts connected within this GCN, we found enrichment of the GO cellular components “late endosome membrane” and “multivesicular membrane”, both contributing to endocytosis. Regulation of endosomal traffic is a critical component of synaptic growth and development. Many of the synaptic growth mutants identified in *Drosophila* alter endocytic trafficking: mutations disrupting the formation of signaling endosomes cause reduced synaptic growth, while mutations altering traffic to the recycling endosome or lysosome cause synaptic overgrowth due to enhanced signaling^33^. Endosomal regulation of signaling pathways in synaptic growth and development appears critical for activity-dependent circuit refinement and are proposed to contribute to risk for MDD and SCZ^34,35^. In support of this hypothesis, postmortem brain studies showed these pathways to be altered in both SCZ and MDD^36^. This suggests that alterations in stress-induced changes of endocytosis could contribute to disease risk by altering neuronal activity. For example, glutamate receptor turnover has been shown to be altered by glucocorticoid-induced enhancement of ubiquitin/proteasome-mediated degradation of receptor subunits^37^, a process localized to late endosomes and multivesicular membranes^38,39^. Pathway analyses revealed enrichment for cytoplasmic ribosomal proteins; ribosomal protein have been shown to be altered both in postmortem gene expression studies for MDD and SCZ^36^, as well as in pluripotent stem cell-derived neural progenitor cells^40^ or olfactory-derived neuroepithelial cells^41^ from patients with SCZ.

The second enriched pathway was inflammation, a system not only strongly implicated in both disorders by a large body of experimental evidence^42,43^ but also from recent cross-disorder annotations of GWASs including both disorders^44^.

Furthermore, proteins relevant to the pathways enriched in the total network described above are also encoded by transcripts that are part of the dynamically regulated networks in both the PNV and the ventral CA1. These include *Snrnp70, Rps2, Rps12, Mrpl54, Rbm4* for ribosomal processes; *Zap70* and *Rfx5* for immune-related functions, and Anx2 for endocytosis (Fig. 4), suggesting the experience-specific co-regulation of these pathways.

Finally, transcripts with eSNPs associated with either MDD or SCZ contributed to a similar degree to these dynamically regulated networks in the animal model. This suggests that genes associated with either disorder may impact networks sensitive to different qualities of social experiences. For the development of human pathology, it raises the question whether one would observe disease-specific changes in GCN with exposure to adversity. One possibility could be that disease-specific genetic variation would impact distinct hubs in the same network leading to similar GCN alterations. For example, in the network emerging with combined stress in the ventral hippocampus, the four “hub” transcripts are influenced by both SCZ-associated variants (*PSD5* and *ZFP641*) and MDD-associated variants (*OCIAD2* and *ATP5F1*) (see Fig. 4). However, additional experiments in human tissue are necessary to test this hypothesis.

By comparing GCNs in the combined support vs. the combined stress condition, we observed opposite GCN formation within the vCA1 region and the PVN, with other regions showing little or no co-expression structure (see Figs. 3a-c). These two functionally highly interconnected regions are critical for a well-organized stress response and stress-related psychiatric disorders^32,45^. Thus, intercorrelated changes in GCN formation could reflect changes in region-specific molecular signatures that evolve in response to social experiences and additionally integrate reciprocal feedback mechanisms between interdependent domains. While we can conclude that different qualities of social experiences alter GCN formation and structure in a brain region specific, and possibly functionally interdependent manner, we cannot as easily extrapolate whether these processes associate with risk or resilience to stress-related phenotypes. In any case, our results are compatible with the hypothesis that MDD and SCZ manifest circuit-level disorders in which several functionally interconnected brain regions are affected^46,47^ and point to a possible role of altered, or even disrupted, GCN formation as potential risk factor for disease.

In fact, recent data from postmortem brain gene expression studies support a role for changes in co-expression network strength in both MDD and SCZ^48,49^. Labonté et al.^49^, for example, observed not only differentially expressed genes with MDD in multiple brain regions, but also significant changes in network strength of specific co-expression modules. The authors reported mainly gain of connectivity in a series of MDD-associated co-expression modules in a sex-specific but most importantly also brain region-specific manner^49^. The changes in postmortem MDD brain were overlapping with changes observed in an animal model of depression, the chronic social defeat paradigm (CD) also used here. The same group had previously reported differential changes of co-expression networks and changes in network strength, suggesting that changes in co-expression strength has the potential to impact cellular function in animals susceptible or resilient to this stress paradigm in a coordinated manner across brain regions, including the ventral hippocampus^50^. In fact, among the 30 genes constituting the network emerging in the ventral CA1 in the combined early and late stress group in our experiments, five genes (*Lnc2*, *Impdh2*, *Anxa2*, *Rps2*, and *Psmb3*) also showed significant changes in gene expression in the ventral hippocampus between resilient and susceptible animals and control animals.

Overall, our data support the hypothesis that genetic risk variants for MDD and SCZ could influence coordinated gene network properties across brain regions in response to different qualities of social experiences. In human studies, differences in social experiences ranging from early adversity to supportive social networks have been associated with differences in risk or resilience to MDD and SCZ. Targeting multifaceted dysregulation of risk gene co-expression networks within interconnected brain regions in MDD and SCZ may offer an interesting entry point for therapy and may lead to more effective treatments than simply modulating single differentially expressed risk genes^51^.

## Supplementary information

Legend for supplementary files

Supplemental Figure 1

Supplemental Figure 2

Supplemental Table 1

Supplemental Table 2

Supplemental Table 3

Supplemental Tables 4 and 5

# Supplementary material for: Stress dynamically regulates co-expression networks of glucocorticoid receptor-dependent MDD and SCZ risk genes
**Source:** Transl Psychiatry. 2019 Jan 29;9:41. doi: 10.1038/s41398-019-0373-1
**Supplement:** Supplementary file 1 — Legend for supplementary files

**Supplementary Files**

**Figure S1.** Anatomical localization of the 12 punch areas represented on a sagittal cross section of the mouse brain**.** Brain regions selected for tissue extraction are marked with red circles. Hippocampal regions CA1, CA3 and DG are punched separately for ventral and dorsal parts. AON, anterior olfactory nucleus; Apit, anterior pituitary; ARC, arcuate nucleus; BLA, basolateral amygdala; BST, bed nucleus of the stria terminalis; CA1-3, subregion 1-3 of Ammon’s horn; CC, corpus callosum; CeA, central nucleus of the amygdala; Cereb, cerebellum; CingCx, cingulate cortex; DBB, diagonal band of Broca; DG, dentate gyrus; EWcp, centrally projecting Edinger–Westphal nucleus; FrCx, frontal cortex; IC, inferior colliculus; IPit, intermediate pituitary; LC, locus coeruleus; LS, lateral septum; MS, medial septum; NAc, nucleus accumbens; NTS, nucleus tractus solitarii; OB, olfactory bulb; OccCx, occipital cortex; PAG, periaqueductal gray; ParCx, parietal cortex; PPit, posterior pituitary; PVN, paraventricular nucleus; RN, raphe nuclei; SC, superior colliculus; SN, substantia nigra; SON, supraoptic nucleus; VLM, ventrolateral medulla; VMH, ventromedial hypothalamus; VTA, ventral tegmental area.

**Figure S2.** Scatterplots of the GCN genes (n=40) and their hippocampal gene-level expression from post-mortem brains of the Human Brain Transcriptome atlas (GSE25219,([28](#_ENREF_28))) versus developmental stages (N = 82 samples). Colors indicate the development stages with stage 1-4 reflecting samples at 5-13 PCW, 5-7 at 16-37 PCW, 8-9 at 4-12 months and 10-100 >1 year.

**Supplementary table 1**: GR-response eQTL genes associated with major depressive disorder and/or schizophrenia

- Human Gene: GR-response eQTL gene symbol
- GWAS: Name of GWAS
- GWAS p-Value: p-value extracted from GWAS
- SNP: SNP identifier
- Mouse orthologue: mouse ortholog gene of human GR-eQTL gene
- Transcript ID
- Gene Name
- Ensembl
- EntrezGene
- Remark: gene selection information

**Supplementary table 2**: GCN network attributes

- Gene: Gene symbol
- Clustering coefficient: ratio N / M, where N is the number of edges between the neighbors of n, and M is the maximum number of edges that could possibly exist between the neighbors.
- Degree: the node degree of a node n is the number of edges linked to n.

**Supplementary table 3**: Supplementary table 3 includes a tab for each brain region (XLSX): Significantly differentially expressed GCN genes in mice exposed to different qualities of stress. Genes are reported for either a significant effect of early life treatment (EHOX and EHCD vs LMOX and LMCD) or a significant effect of adult life treatment (LMOX and EHOX vs LMCD and EHCD) as well as the significant interaction of both effects. Differential expression GCN genes was assessed in the amygdala (AMY), the bed nucleus of the stria terminalis (BNST), cerebellum (CER), different subfields of the hippocampus (ventral and dorsal CA1, CA3, DG, respectively), the prefrontal cortex (PFC), the nucleus accumbens (NAC), and the hypothalamic paraventricular nucleus (PVN).

- Gene: Gene symbol
- FC_Adult: Fold change of LM vs. EH
- p_Adult: p-values which represent the significance of a regression model for adult life treatment
- FC_ELS: Fold change of OX vs. CD
- p_ELS: p-values which represent the significance of a regression model for early life treatment
- p_Adult.ELS: p-values which represent the significance of a regression model for the interaction effect of early and adult life treatment
- q_Adult: FDR-adjusted p-values (q-vales) which represent the significance of a regression model for adult life treatment
- q_ELS: FDR-adjusted p-values (q-vales) which represent the significance of a regression model for early life treatment
- q_Adults.ELS: FDR-adjusted p-values (q-vales) which represent the significance of a regression model for the interaction effect of early and adult life treatment

**Supplementary table 4** shows the top 5 enriched GO terms from Enrichr analyses of the 58 genes within the GCN network. “Overlap” refers to the number of transcripts from this analysis overlapping with the genes in the pathways. Enrichr p-value refer to the adjusted p-value (see methods). “Genes” lists the overlapping genes.

**Supplementary table 5** shows the top 5 enriched pathways Wiki-pathways from Enrichr analyses of the 58 genes within the GCN network. “Overlap” refers to the number of transcripts from this analysis overlapping with the genes in the pathways. Enrichr p-value refer to the adjusted p-value (see methods). “Genes” lists the overlapping genes.

# Supplementary material for: Stress dynamically regulates co-expression networks of glucocorticoid receptor-dependent MDD and SCZ risk genes
**Source:** Transl Psychiatry. 2019 Jan 29;9:41. doi: 10.1038/s41398-019-0373-1
**Supplement:** Supplementary file 7 — Supplemental Tables 4 and 5

**Suppl. Table 4**

| GO Term cellular component 2017b                                 | Overlap | Adjusted P-value | Genes                       |
|------------------------------------------------------------------|---------|------------------|-----------------------------|
| <b>cytoplasmic side of late endosome membrane (GO:0098560)</b>   | 3/39    | <b>0,0226</b>    | HLA-DRB5;HLA-DRB4;ANXA2     |
| <b>luminal side of late endosome membrane (GO:0098551)</b>       | 3/36    | <b>0,0226</b>    | HLA-DRB5;HLA-DRB4;ANXA2     |
| <b>multivesicular body membrane (GO:0032585)</b>                 | 3/53    | <b>0,0375</b>    | HLA-DRB5;HLA-DRB4;ANXA2     |
| lysosomal HOPS complex (GO:1902501)                              | 4/222   | 0,0765           | HLA-DRB5;HLA-DRB4;ANXA2;GBA |
| integral component of lysosomal membrane (GO:1905103)            | 4/223   | 0,0765           | HLA-DRB5;HLA-DRB4;ANXA2;GBA |
| extrinsic component of lysosome membrane (GO:0032419)            | 4/222   | 0,0765           | HLA-DRB5;HLA-DRB4;ANXA2;GBA |
| cytoplasmic side of lysosomal membrane (GO:0098574)              | 4/226   | 0,0765           | HLA-DRB5;HLA-DRB4;ANXA2;GBA |
| lysosomal proton-transporting V-type ATPase complex (GO:0042382) | 4/226   | 0,0765           | HLA-DRB5;HLA-DRB4;ANXA2;GBA |
| cytolytic granule membrane (GO:0101004)                          | 4/226   | 0,0765           | HLA-DRB5;HLA-DRB4;ANXA2;GBA |
| endolysosome membrane (GO:0036020)                               | 4/233   | 0,0765           | HLA-DRB5;HLA-DRB4;ANXA2;GBA |
| phagolysosome membrane (GO:0061474)                              | 4/257   | 0,1006           | HLA-DRB5;HLA-DRB4;ANXA2;GBA |
| azurophil granule membrane (GO:0035577)                          | 4/273   | 0,1094           | HLA-DRB5;HLA-DRB4;ANXA2;GBA |

**Suppl. Table 5**

| WikiPathway 2016                                         | Overlap | Adjusted P-value | Genes              |
|----------------------------------------------------------|---------|------------------|--------------------|
| <b>Cytoplasmic Ribosomal Proteins_Mus musculus_WP163</b> | 3/70    | <b>0,0478</b>    | RPS25;RPS2;RPS12   |
| <b>Cytoplasmic Ribosomal Proteins_Homo sapiens_WP477</b> | 3/89    | <b>0,0478</b>    | RPS25;RPS2;RPS12   |
| <b>Inflammatory Response Pathway_Mus musculus_WP458</b>  | 2/30    | <b>0,0478</b>    | ZAP70;THBS1        |
| <b>Inflammatory Response Pathway_Homo sapiens_WP453</b>  | 2/30    | <b>0,0478</b>    | ZAP70;THBS1        |
| Purine metabolism_Mus musculus_WP2185                    | 3/158   | 0,1217           | IMPDH2;POLR2I;GART |
| TGF-beta Signaling Pathway_Homo sapiens_WP366            | 2/132   | 0,2550           | STAMBPL1;THBS1     |

How the deposited data were processed for this re-analysis (not part of the article)

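The data are targeted RNA libraries (TruSeq Targeted RNA sequencing on a MiSeq) of 12 brain regions of 32 mice. Samples were grouped by the region and the label group (MS inject, MS naive, Co inject or Co naive) that the sample labels give, with 8 mice in each of 4 label groups. The label groups were not matched to EHOX, EHCD, LMOX or LMCD, since neither the labels nor the paper pair these names, and no statement was made about these conditions. Of 384 samples, 380 have values; the remaining 4 are marked in the labels as having no processed data.

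The values that the authors deposited are a signal, namely the number of reads per gene divided by a size factor for each sample. The authors removed reads with PRINSEQ lite 0.20.4, aligned with BWA 0.7.12 to the manifest of the assays and normalized with DESeq2. The genome build is not named in the paper's text. The values still include assays under the paper's minimum of 2000 reads. In every sample they are whole multiples of a single step (100% of 26220 values, of which 6.69% are 0), so no surrogate variable had been removed from them and the reads per library could be recovered; they ran from 12898 to 261007 with a median of 139846. Reads of an amplified library are not independent molecules, and a limit computed from them covers counting error only. How another normalization of these reads would change the values was followed by rescaling all samples to the same total.

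Values were transformed to log2(value + 1). In each region, limma 3.58.1 (R 4.3.3) was fitted to all samples of the region with terms for label status (MS or Co), label injection (inject or naive) and their interaction. Adjusted p-values are Benjamini-Hochberg values over the genes of a region, with a threshold of 0.1, as in the paper. The paper's 5 surrogate variables were not used here, and 5 principal components of the residuals took their place in an alternative. Counts of genes by the label terms, without covariates and with 5 principal components, were set against 100 groupings of the mice, the real one included. The same grouping was used in each region. The count between PVN and vCA1 was set against 100 sets of region labels exchanged within mice, the real one included. Counts under the other settings and between other regions had no such comparison. Partial correlations were computed with corpcor 1.6.10 for each region and label group. GeneNet was not used here; the local false discovery rate was written anew, with a null density fitted to the 75% of coefficients nearest 0, and an edge is a local false discovery rate under 0.2. The range of edges over the label groups was set against 100 groupings of the mice of each region. PVN and vCA1, which both the labels and the paper name, were compared with limma. The log2 ratios of label groups were correlated across genes with the log2 fold changes of Supplementary Table 3 in 9 regions, with 10000 shuffles of the gene names; 10 of the 12 sheets of that table were at hand, and those of a region in the labels were used. Distances between samples and region means were 1 minus Pearson's r. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used for the rest.

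The steps were tested on simulated data. With 15 of 69 simulated genes changed 2-fold, limma called 81.3% of the changed genes, and 8.27% of its calls were false (20 rounds). Random groupings of the real mice gave a median of 0 genes by status in Pit and in dDG. Single groupings gave up to 41 and 38 genes there, respectively. The share of false calls in the simulation therefore cannot be carried over to the real samples. With 20 planted pairs at a correlation of 0.9 and 8 samples, the network step found 0% of them and no false edge (0 edges on average in 20 rounds), so networks of 8 samples have little power here. With 200 samples, 20 pairs planted at a correlation of 0.7 were recovered at 100%, with 2.2 false edges on average. The correlation of 0.7 was taken after a first round at 0.9 with 200 samples had given more false edges.

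The genes to name were fixed by a rule, namely the genes in the paper's univariate paragraph, *Nr3c1*, up to 5 called genes per term and the 3 genes with the highest and the 3 with the lowest median. Other genes, such as *Anxa2* and *Ociad2*, were chosen after their values had been seen. Alternatives were other pseudocounts (0.1 and 10), genes with a mean value of at least 10, 5 principal components, rescaled totals, an adjusted p of 0.05, adjustment over all regions, untransformed values, q-values, a null density fitted to 90% of the coefficients, leaving out mice, the mouse as a block, other distances and the 50 GCN genes. Separate ranges of values were sought in each of the 12 regions, in the 52 genes with a median of at least 100 over all samples. They were defined as an interval of more than 1 on the log2 scale without a sample and with at least 4 samples on each side. This search had no comparison with chance. For *Anxa2* and *Ociad2* only, 10000 shuffles tested how the ranges fell over label groups and mice.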

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

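The tests on *Cdkn1a*, on the depth of its libraries and on its relation to *Anxa2* were chosen after the results had been seen.

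*Cdkn1a* (listed as CDKN1A, on the plus strand of chromosome 17 of GRCm38 from 29090976 to 29100727) lies outside Supplementary Table 3, and the paper does not report on it. It was the 1 gene that passed the adjusted p of 0.1 by label injection in any region. In the samples labelled vDG it was higher in those labelled inject than in those labelled naive by 1.59 on the log2(value + 1) scale (standard error 0.43, adjusted p = 0.0575 from limma with Benjamini-Hochberg adjustment), and 16 of the 16 samples labelled inject lay above the median of those labelled naive. The normalized values ran from 18.8 to 68.3 in Co inject, from 2.36 to 44.5 in Co naive, from 24.0 to 400.1 in MS inject and from 0.974 to 53.8 in MS naive. The value of 400.1, of the mouse numbered 83, stands far from the other 7 in its group, which reached 55.0. This sample also had the highest *Anxa2* value of all samples, 21258. Without it, the log2 change was 1.38 (adjusted p = 0.0873 from the same test). When each of the 31 samples was left out in turn, the log2 change stayed between 1.38 and 1.73 and the adjusted p between 0.0191 and 0.133, under 0.1 in 26 of 31 fits. It rose above 0.1 without mouse 235 or 247 (Co inject), 87 or 91 (MS naive) or 253 (Co naive), to 0.133 without the last. Over the alternatives, the adjusted p lay between 0.0158 and 0.689, the highest with adjustment over all regions together.

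For this gene, low depth is argued against by the reads, since 2 of the 31 libraries held at most 3 reads of *Cdkn1a* and the median was 37 (1 to 341). A chance difference stays open. In vDG, 10 of 100 groupings of the mice gave at least as many genes by this term, and over all regions 53 of 100 did. Single groupings gave up to 16 genes in vDG. The groupings were not kept even over the separate ranges of *Anxa2*, as the label groups nearly were, which can raise their counts. A biological difference between inject and naive was not tested further, because the labels do not say what was injected. The exchange of region labels that is raised for *Anxa2* among the other observations is argued against as the source of this difference. The upper range of *Anxa2* held 4 of 16 samples labelled inject and 3 of 15 labelled naive in vDG, and with this range as a covariate the log2 change was 1.51 (standard error 0.38, adjusted p = 0.0263 from limma). An exchange that *Anxa2* does not show stays open.

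The number of reads per library set a sample apart in 4 of 48 groups of region and label group. Together with the 4 groups of *Cdkn1a* values, 5 of 52 groups held such a sample by Dixon's criterion at the 95% level, where chance gives about 1 in 20. The library labelled Pit, MS naive of mouse 89 had 83896 reads, against 126187 to 158958 in the others of its group. Higher totals were found for mouse 97 in dCA1, MS inject (226629 reads, against 101123 to 151463), mouse 267 in vCA1, Co inject (166752, against 94118 to 127981) and mouse 81 in vDG, MS inject (261007, against 101579 to 159360). The normalized values are divided by a size factor, which takes these differences out of the levels and leaves those in precision. No cause of the totals was tested, and no biological explanation was tested.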

How the results depend on the processing

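The alternatives were listed before the data were examined, except the restriction to the 50 GCN genes, the third balanced split of the label groups and the fit without the vCA1 library with the fewest reads, which were chosen after seeing the data. Over 11 results and 83 alternative values, 47 stayed on the same side of their threshold or within 1.5 times the count. A further 26 were weaker and 10 were stronger. A change of direction had no category of its own, so these labels cannot show one. Between PVN and vCA1, the calls were 5 higher and 1 lower in PVN. With rescaled totals they were 2 higher and 15 lower, which was counted as stronger. The tests of reads with edgeR's quasi-likelihood method and with a DESeq2-type model were not run.

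By label status, 0 genes passed the threshold (22 of 826 tests had an unadjusted p under 0.05). The count was 1 with a pseudocount of 0.1 and 1 among genes with a mean value of at least 10, in both cases *Nedd4* in BNST, which was chosen by these counts. With 5 principal components as covariates it was 28. By label injection the count of 1 (31 of 826 tests with an unadjusted p under 0.05) became 42 with the 5 principal components. It became 0 with an adjusted p of 0.05, 0 with adjustment over all regions together and 0 among the 50 GCN genes. The last follows from its construction, as *Cdkn1a* is not among these genes. By the interaction the count of 0 (19 tests with an unadjusted p under 0.05) became 29 with the 5 principal components. With the principal components taken anew, 100, 97 and 100 of 100 groupings of the mice gave at least as many genes for status, injection and interaction, and the other groupings had medians of 102, 100 and 99 genes. The calls with these covariates are thus no more than random groupings gave. For the other settings the cause was not tested.

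The 48 networks held 4 edges and 8 nodes. They held 9 edges and 15 nodes with untransformed values, 0 and 0 with residuals after 5 principal components, 0 and 0 with both together, and 122 edges and 151 nodes with a null density fitted to 90% of the coefficients. Across the 8 fits that each left out a mouse of every label group, there were from 0 to 2 edges and from 0 to 4 nodes. The cause was not tested. The comparison of the range of edges over the label groups with regroupings says nothing about stability. This range was 0 in 9 of 12 regions, and in 12 of 12 with residuals after 5 principal components, where any regrouping is as large by construction; 7 of the 47 values counted above are of this comparison.

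Between PVN and vCA1, 6 genes passed the threshold, 5 higher and 1 lower in PVN. Values rescaled to the same total gave 17 genes, 2 higher and 15 lower, 3 of them shared with the 6; this scaling moved the median log2 difference of all genes from 0.03 to -0.11, and the cause was not tested. With the mouse as a replicate block, 5 genes passed, all 5 shared. Across genes, deviations of the 2 samples of a mouse had a median correlation of -0.0441 (30 mice, -0.533 to 0.424), against 0.0313 for other mice of the label group, so the pairing was not visible in the values. The 50 GCN genes gave 4 genes, and the fit without the vCA1 library with the fewest reads gave 4, all shared. That library held 12898 reads, which limits its low genes.

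Of 72 correlations of label effects with the fold changes of Supplementary Table 3, 7 had an adjusted p under 0.1; 4 did with the difference of group means of log2(value + 1), and the cause was not tested. Under the 3 alternatives for distances, 131 to 134 of 380 samples were nearest to the mean of their own region, and 16 samples labelled Pit were nearest to the Pit mean under each.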

Other observations

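The tests on the separate ranges of values, on the pairs of regions, on the vCA1 library and on the third split of the label groups were chosen after the results had been seen, as were the counts of other groupings of the mice for limma without covariates; the sets of regions were drawn from the same values.

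In several regions, a gene's values fell into 2 separate ranges within samples of the same region label. Among 52 genes with a median of at least 100 and 12 regions, 19 of 624 combinations had an interval of more than 1 on the log2 scale without a sample and at least 4 samples on each side. They lay in 8 regions, with 6 in vDG, 4 in Pit, 4 in dDG and 1 each in AMY, CER, PFC, dCA3 and vCA3. No chance level was computed for this count. *Anxa2* was in its upper range (1901 to 21258) in 16 of 32 samples labelled Pit, 8 of 32 labelled dDG and 7 of 31 labelled vDG, and otherwise in its lower range (70.2 to 298). The numbers were 4, 2 and 2 in each label group, except that Co naive in vDG had 1 of 7 samples. *Tmem176a* was in its upper range in the same samples as *Anxa2* (95 of 95 on the same side), while *Pitpnm2* and *Slc6a15* were on the opposite side in 94 of 95. In CER, dCA3 and vCA3, *Ociad2* was in its upper range (1750 to 3780) in 24, 24 and 16 of 32 samples, which is 6, 6 and 4 in every label group. The lower range was 392 to 843.

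A difference between label groups is argued against as the origin of these ranges, because label groups shuffled within regions gave numbers as uneven in a share of 1 for *Anxa2* and 1 for *Ociad2*. A state of the whole mouse is argued against too. All samples of a mouse lay in the same range in 10 mice for *Anxa2* and 8 for *Ociad2*, where shuffled data had a median of 10 in both cases (p = 0.639 and 0.879, permutation tests). Scaling between samples would move genes the same way, and *Pitpnm2* moved against *Anxa2* in 94 of 95 samples. Tissue carried over between punches in varying shares would fill the space between the ranges, but an interval of 2.67 on the log2 scale held no *Anxa2* value. At the lowest, *Anxa2* had 84 reads in the lower range, so depth does not set it. The points on scaling and carry-over cover *Anxa2* only. For *Ociad2*, whose empty interval was 1.05 on the log2 scale, neither was tested and both stay open. Its lower range held at least 580 reads per sample.

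A candidate explanation, as a hypothesis, is that region labels were exchanged between samples of the same label group. The numbers were as even over label groups in a share of 0.0003 of 10000 shuffles for *Anxa2* and 0.0004 for *Ociad2*. The methods place 3 regions on a plate and 2 samples of each group in a plate column, so an exchange of whole columns predicts even numbers. Of the 12 combinations of region and label group, 11 had an even number for *Anxa2* (p = 0.0075, permutation test), the exception being a combination with a missing sample, and 12 of 12 for *Ociad2* (p = 0.0018, permutation test). These shares add no separate evidence, because numbers that are equal over label groups are even at these totals. Single samples exchanged independently of each other would let the numbers vary between label groups, so their evenness argues against that variant. It was not simulated, and a balanced exchange of single samples cannot be told apart from one of whole columns. Whether the labels or the samples would have been exchanged cannot be seen from the values. In all, 31 samples for *Anxa2* and 64 for *Ociad2* were in the upper range, where a single region has 32 samples. If a single region of the 3 were high in *Anxa2*, each mouse should have 1 sample in the upper range; 16 of 32 mice did, and shuffled data had a median of 15 (p = 0.436, permutation test), so the numbers per mouse were those of chance. No sample was assigned to another region, and apart from a covariate for *Cdkn1a* in vDG the ranges entered no other comparison. A biological difference between parts of a region was not tested.

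The pairs of regions bear on the same hypothesis. In limma fits on log2(value + 1) with an adjusted p under 0.1, 0 genes differed between the samples labelled CER and dCA3 and 0 between dDG and vDG, 1 between Pit and dDG, 20 between Pit and vDG, 22 between CER and vCA3 and 27 between dCA3 and vCA3. Within these sets of 3 regions the median was 10.5 genes, against 46 between sets (9 to 61). The methods place 3 regions on a plate, and the plate of each region is not known here. If the sets were the plates, an effect of the plate could also raise the numbers between sets. It was not tested. Pairs among PVN, dCA1 and vCA1 differed in 0 to 6 genes, as did those among AMY, BNST and PFC. That the tissues of a set are merely related is argued against for CER and dCA3 and for PVN and dCA1. Each of these pairs differed in 0 genes. Pairs of hippocampal regions from different sets differed in 36 to 61 genes, more than any pair within a set (0 to 27). These were 12 pairs, among them dCA1 and dCA3 with 41 and vCA1 and vCA3 with 43. The methods place 3 regions on a plate without naming them, and no fit included the plate. If the sets were the plates, a difference between plates would also raise the counts between sets. The counts between sets therefore do not decide between relatedness, plates and an exchange. For dDG and vDG, both dentate gyrus, relatedness stays open. Among all samples, 134 of 380 (35.3%) were nearest to the mean of their own region label when the mouse was left out. Of the 32 samples labelled Pit, 16 were nearest to the Pit mean, and the means nearest to that of Pit were dDG and vDG (distances of 0.00981 and 0.0152, against 0.0490 for AMY, the farthest). Whether these samples are pituitary or Nac was not told by these distances.

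Between PVN and vCA1, *Fth1* was higher in PVN by 0.60 (standard error 0.17, adjusted p = 0.0231) and *Tmem176a* was lower, at -0.69 (standard error 0.19, adjusted p = 0.0231, both from limma). *Nedd4l*, *Pitpnm2*, *Nr3c1* and *Peli1* completed the 6 calls. The region labels were exchanged at random within mice. Among 100 sets of labels, the real one included, 2 gave at least 6 genes, and the largest count of the others was 9. A chance difference is thus argued against. The comparison takes the region labels as given, and an exchange between them was not tested here. A difference between the tissues and an effect of the scaling stay open. Rescaled totals gave 17 genes, 3 of them among the 6, and moved the median log2 difference of all genes from 0.03 to -0.11, so the 15 genes that were lower in PVN under that scaling carry a common shift and are no evidence on single genes.

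By the label groups, limma called 0 genes for status, 1 for injection and 0 for the interaction in 826 tests each, and 2.66%, 3.75% and 2.30% of tests had an unadjusted p under 0.05. These fits had no term for the separate ranges of values within regions, which can widen the spread and hide a difference. The groupings of the mice were not kept even over these ranges either. For injection, 53 of 100 groupings of the mice gave at least as many genes. For status and the interaction all 100 of 100 did by construction, as the count was 0, so that comparison carries no information there. Single groupings gave up to 41, 40 and 51 genes. With 5 principal components, where the counts were above 0, at least as many genes came from 100, 97 and 100 of 100 groupings. None of the genes of the paper's univariate paragraph passed the threshold in its 36 tests. Each had an unadjusted p under 0.05 in 0 to 2 of these tests. The smallest adjusted p among them was 0.283 from limma, for *Fth1* and *Psmb3* by the interaction in vDG. These fits do not repeat the paper's tests, which had covariates and compared EH with LM and OX with CD. Here there were no covariates, the label groups are not matched to these conditions, and no region is labelled Nac, where the paper reports *Snrnp70*, *AW209491* and *Abhd5*.

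The networks of the label groups were nearly empty. Of 48 networks, 45 had no edge, and the others were Pit MS inject and vCA3 Co naive with 1 edge each and vDG MS naive with 2. In 9 regions the range of edges over the label groups was 0, so that all 100 of 100 groupings of the mice were as large by construction. It was as large in 92 of 100 groupings in Pit, 34 in vCA3 and 9 in vDG. In simulated data with 8 samples, 0% of planted pairs were found, so a sparse network at this size says little about co-expression.

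The effects of the label groups were compared with the fold changes in the columns FC_ELS and FC_Adult of Supplementary Table 3, in 9 regions. The names of these columns point to early-life and adult stress, whereas the table's legend describes FC_Adult as LM against EH and FC_ELS as OX against CD, so each label effect was compared with both. Across genes, which are not independent replicates, 36 Pearson coefficients ran from -0.648 to 0.599 with a median of 0.00628, and 18 were above 0. Of 72 Pearson and Spearman coefficients, 20 had a permutation p under 0.05 and 7 an adjusted p under 0.1; the smallest p, 0.0001, is the smallest that the shuffles can give. The median over regions was 0.0629 for status against FC_ELS and -0.297 for status against FC_Adult, 0.0501 and -0.00774 for injection, and 0.0838 and 0.168 for the third split (MS inject and Co naive against the rest), where 7 of 36 coefficients had an adjusted p under 0.1. Single regions went both ways for this split, from -0.460 to 0.371 for FC_ELS and from -0.385 to 0.315 for FC_Adult. Its medians alone do not decide whether it stands for a group difference of the paper. Noise could hide a match, so the paper's fold changes were put into 100 groupings of shuffled mice. The median over regions then was 0.551 for FC_ELS and 0.636 for FC_Adult, with 5% of rounds under 0.458 and 0.517, and 0 of 100 rounds as low as the observed medians. The simulation takes the printed fold changes as the true effects and the region labels as right, and it does not include the paper's surrogate variables. Noise, other covariates and an exchange of region labels therefore stay open. With the third split, every even division of the label groups was compared with both columns. The largest absolute medians were 0.0838 for FC_ELS and 0.297 for FC_Adult, under the lowest simulated ones of 0.418 and 0.416. Another pairing of the groups, by itself, is thus argued against under the assumptions of the simulation.

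The library of mouse 99 labelled vCA1 and MS inject had 12898 reads, and 20 genes were at 0 in it, against 3 to 11 in the other 7 of its group (49360 to 153408 reads), which is in line with its low depth. *Rbm4* was low in a few samples of larger libraries. In PFC, 4 of 32 samples had 0 reads and the next had 26, with totals of these 4 libraries between 24672 and 166743. In AMY, 3 samples had 0 reads and another had 3, the next had 15, and the totals lay between 64880 and 84004. No cause was tested for *Rbm4*.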
